# Spheroid growth in ovarian cancer alters transcriptome responses for stress pathways and epigenetic responses

**DOI:** 10.1371/journal.pone.0182930

**Published:** 2017-08-09

**Authors:** Trillitye Paullin, Chase Powell, Christopher Menzie, Robert Hill, Feng Cheng, Christopher J. Martyniuk, Sandy D. Westerheide

## Abstract

Ovarian cancer is the most lethal gynecological cancer, with over 200,000 women diagnosed each year and over half of those cases leading to death. These poor statistics are related to a lack of early symptoms and inadequate screening techniques. This results in the cancer going undetected until later stages when the tumor has metastasized through a process that requires the epithelial to mesenchymal transition (EMT). In lieu of traditional monolayer cell culture, EMT and cancer progression in general is best characterized through the use of 3D spheroid models. In this study, we examine gene expression changes through microarray analysis in spheroid versus monolayer ovarian cancer cells treated with TGFβ to induce EMT. Transcripts that included Coiled-Coil Domain Containing 80 (CCDC80), Solute Carrier Family 6 (Neutral Amino Acid Transporter), Member 15 (SLC6A15), Semaphorin 3E (SEMA3E) and PIF1 5'-To-3' DNA Helicase (PIF1) were downregulated more than 10-fold in the 3D cells while Inhibitor Of DNA Binding 2, HLH Protein (ID2), Regulator Of Cell Cycle (RGCC), Protease, Serine 35 (PRSS35), and Aldo-Keto Reductase Family 1, Member C1 (AKR1C1) were increased more than 50-fold. Interestingly, EMT factors, stress responses and epigenetic processes were significantly affected by 3D growth. The heat shock response and the oxidative stress response were also identified as transcriptome responses that showed significant changes upon 3D growth. Subnetwork enrichment analysis revealed that DNA integrity (e.g. DNA damage, genetic instability, nucleotide excision repair, and the DNA damage checkpoint pathway) were altered in the 3D spheroid model. In addition, two epigenetic processes, DNA methylation and histone acetylation, were increased with 3D growth. These findings support the hypothesis that three dimensional ovarian cell culturing is physiologically different from its monolayer counterpart.

## Introduction

Despite recent improvements in surgery and chemotherapy, ovarian cancer is still the leading cause of death from gynecological malignancy [1]. Due to poor detection methods and a lack of symptoms, most patients are diagnosed at advanced stages, when the tumor has metastasized and spread [2]. Studies suggest that in order for metastasis to occur, the cancer cells must undergo phenotypic changes modulated by the epithelial-mesenchymal transition (EMT) [3].

EMT is a distinct process whereby epithelial cells undergo changes in favor of mesenchymal properties [4]. This process is most commonly observed during developmental stages when epithelial cells must migrate and dedifferentiate, such as in the formation of the mesoderm during gastrulation [5]. In order to properly study this phenomenon, scientists have discovered multiple factors and signals which can induce EMT. Of these, the most popular inducer is transforming growth factor β (TGFβ) [6, 7]. The addition of TGFβ to epithelial cells induces transient EMT within hours of treatment through activation of the Smad pathway [8].

Although two dimensional (monolayer) tissue culture models are largely used to study the EMT process, evidence suggests that three dimensional (spheroid) culturing may be more physiologically relevant as it better emulates oxygen levels, pH conditions, glucose levels, extracellular matrix strength, and overall morphology of *in vivo* solid tumors [9–12]. This is especially the case when focusing on metastasis, tissue invasion, angiogenesis, and drug sensitivity [13–15].

At least a third of ovarian cancer patients present with ascites [16]. Ascites is the accumulation of fluid in the peritoneal cavity which may contain ovarian cancer cells, lymphocytes, and mesothelial cells in the form of single cells and aggregates [17]. Further studies revealed that ascites spheroids may cause secondary tumors due to their ability to adhere to extracellular matrix proteins via interaction between multiple integrins and their ligands [18, 19]. Here, we conducted a comprehensive gene expression analysis for the process of culturing HEY epithelial ovarian cancer cells in 3D vs. 2D cultures during the TGFβ-induced EMT process. Using subnetwork enrichment analysis, we identified stress pathways, DNA integrity pathways, and epigenetic processes as those most affected by 3D vs. 2D growth.

## Materials and methods

### Cells culture and treatments

The HEY human ovarian cancer cell line (kindly provided by Dr. Meera Nanjundan, University of South Florida, Tampa, FL) was authenticated by short tandem repeat (STR) DNA profiling (Genetica, Inc.) and was compared to ATCC and previously published profiles [20]. Cells were cultured in a humidified incubator containing 5% CO_2_ at 37°C in RPMI with 10% fetal bovine serum and 1% Pen-Strep-Glutamine. Spheroid formation was accomplished through the hanging drop method. Briefly, trypsinized HEY cells were resuspended at 1 x 10^6^ cells/mL in supplemented RPMI. Multiple 25 μl droplets of the cell solution were then placed onto plate lids, inverted, and incubated for 72 hours to allow cells to aggregate into spheroids. To induce EMT, a final concentration of 10 ng/μl TGFβ was added to cells and incubated for 72 hours as monolayer cell culture or hanging drops during the creation of spheroids. Following incubation, monolayer cells and spheroids were photographed using an Evos® FL Cell Imaging microscope (ThermoFisher Scientific) and then collected in 1X PBS.

### Quantitative RT-PCR

RNA was extracted from harvested cells using the RNeasy Mini Kit (Qiagen). RNA samples were then reversed transcribed with a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) per the manufacturer’s instructions. Subsequent samples were then diluted to 50 ng/ μL and used as a template for quantitative PCR (qPCR). qPCR was accomplished with a Step One Plus Real-time PCR system (Applied Biosystems) and SYBR® Green Supermix with ROX (BioRad) according to the manufacturer’s protocol. Relative mRNA levels were quantified for *ahnak2*, *akr1c1*, *ccdc80*, *hspa1a*, *hsph1*, *prss35*, *rgs2*, and *rrad* using gene-specific primers (S1 Table).

### Affymetrix GeneAtlas Platform and 3’IVT compatible U219 probe arrays

The oligonucleotide probe arrays used were the Affymetrix HG-U219 human array strips. These arrays consist of more than 530,000 probes detecting over 36,000 transcripts and variants-representing more than 20,000 genes.

### Sample processing and validation

HEY Human ovarian carcinoma cells treated with TGFβ were cultured as 2-dimensional monolayers or as 3-dimensional spheroids using the hanging drop method. Replicates of 4 separate experiments were performed on 4 different culturing days. Cells were then harvested and total RNA was isolated from all 8 samples using Qiagen’s RNeasy Mini Kit according to the manufacturer’s instructions. RNA integrity was verified with 1 μl of total RNA on RNA 6000 nanochips (Agilent) using The Agilent 2100 Bioanalyzer. All results for all 8 samples reported RNA Integrity Numbers (RIN) > 9. 100 ng of polyadenylated RNA was converted to cDNA and then amplified and labeled with biotin using Affymetrix 3’IVT Expression System according to the manufacturer’s instructions. Hybridization with the biotin-labeled RNA, staining, and scanning of the chips followed the procedure outlined in the Affymetrix technical manual. You can put this at the end of the methods on the micro array hybridization. All microarray data have been deposited into Gene Expression Omnibus (GSE80373).

### Data analysis

Scanned output files were visually inspected for hybridization artifacts and then annotated and normalized using Affymetrix Expression Console v1.3.1. Additionally, all QC metrics reported no outlier samples. Signal intensity was scaled to an average intensity of 500 during comparison analysis. Annotated expression data were assigned an ANOVA P value for the likelihood that any perceived difference was due to chance. The P values for all probe sets were exported to a text file and all pairwise comparisons of Bi-weight average signals were then aligned in MS Excel. For the comprehensive analysis, P < 0.05 was identified as having a linear change (increased or decreased) for the comparison. This analysis reported ~3,329 genes that showed differential regulation greater or less than 2-fold. 

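Counts were taken at an adjusted p under 0.05 from limma's moderated test, with the fold threshold applied to the estimated change. Of 49293 probe sets, 3377 changed at least 2-fold, of which 1791 were higher and 1586 lower in 3D spheroids. At least 4-fold changes were found for 499 probe sets, 315 higher and 184 lower. The same 2 thresholds at an unadjusted p under 0.05 gave 3377 and 499 probe sets. With 1 probe set per gene, the one with the highest mean signal, 1339 of 18239 genes changed at least 2-fold (680 higher and 659 lower) and 192 changed at least 4-fold (137 higher and 55 lower). When the fold threshold was made part of the test itself (limma's treat), 2015 probe sets and 832 genes passed for 2-fold.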

To increase stringency, only genes whose fold-change was greater than or less than four (p < 0.05) were considered to be differentially expressed, reducing the pool to 493 candidate genes.

Data were analyzed using different visualization techniques that included hierarchical clustering, principle component analysis (PCA), and volcano plots. All analyses were conducted in JMP Genomics v7.0. Transcripts that showed p<0.01 were used in the two-way clustering using the Fast ward algorithm after each row was centered to a mean of zero (0) and variance scaled to one. Results from hierarchical cluster analyses were visualized using heat map dendrograms, and biological replicates were partitioned into groups based on similarity (i.e., individuals clustered together are most similar). PCA used spatially weighted averages and were conducted on normalized expression values, the same dataset used in the cluster analysis. Volcano plots were generated in JMP Genomics 7.0 following an ANOVA to identify differentially expressed transcripts.

### Pathway Studio analysis

Pathway Studio 9.0 (Elsevier) and ResNet 10.0 were used for sub-network enrichment analysis (SNEA) of cell processes [21]. The option of “best p value, highest magnitude fold change” in Pathway Studio was used for duplicated probes. Transcripts were successfully mapped using GeneBank ID. SNEA was performed to identify gene networks that were significantly different. A Kolmogorov–Smirnov test with 1000 permutations was conducted to determine whether certain networks were preferentially regulated compared to the background reference probability distribution. Networks were constructed based on common regulators of expression and regulators of specific cell processes. The enrichment P-value for a gene seed was set at P < 0.05. Additional details on the use of SNEA can be found in Langlois and Martyniuk [22].

## Results and discussion

### HEY cells treated with TGFβ have distinct gene expression profiles when grown as 3D spheroids vs. 2D monolayers

To examine whether growth of HEY ovarian cancer cells as 3D spheroids vs. 2D monolayers could influence gene expression, we performed microarray analysis on four biological replicates of cells grown under each condition. 

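RNA from HEY cells, an established human ovarian carcinoma line, was measured on 8 Affymetrix HG-U219 arrays, 4 for the 2D monolayer and 4 for 3D spheroids. All 8 cultures received TGFβ (10 ng/μL) for 72 hours. The series holds no array of untreated cells, so its values compare growth formats in the presence of TGFβ. The deposited values are log2 signals that the authors made by robust multi-array average (RMA), which subtracts background, quantile normalizes the arrays and summarizes the probes of each probe set. They were used as deposited, with no further scaling and no filter on dim probe sets. The median signal of an array was 4.42 ± 0.01 (SD, n = 4) in 2D and 4.41 ± 0.01 (SD, n = 4) in 3D. Of 49386 probe sets, 93 controls were left out and 49293 were compared between the groups with limma's moderated test, adjusted over all of them by the Benjamini-Hochberg method. For counts of genes and for gene lists, each of 18239 genes was represented by the probe set with the highest mean over the 8 arrays among the 45253 annotated to a single gene. Textbook gene lists were written before the deposited values were examined. The paper's tables, made from these arrays, had been read when the plan was set. Some lists hold genes of Table 1, such as PRSS35 and SPOCK1, so the lists are not independent of these data. They were tested with camera, which compares the moderated t statistics of a list's genes with those of all other genes. These weigh a gene's change by its spread, so camera's direction can differ from the sign of a list's mean log2 change. The paper gives 4 culturing days, but the labels do not say which arrays share a day, so the day was not modelled. The number of arrays limits the precision of each value.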

To create spheroids, the hanging drop method [23] was used as outlined (Fig 1). We find that HEY cells treated with TGFβ have distinct gene expression profiles, depending on whether they are cultured under 2D vs. 3D conditions (Fig 2). 

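At an adjusted p under 0.05 from limma, 24258 of 49293 probe sets (49.2%) differed between the growth formats, 11299 higher and 12959 lower in 3D. For 22968 probe sets (46.6%) the 4 arrays of one group all lay above the 4 of the other, where chance gives 2.86%. Pearson correlations across probe sets, which are not independent replicates, were 0.998 between 2D arrays, ran from 0.997 to 0.998 between 3D arrays and from 0.966 to 0.969 between arrays of different groups.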

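Ward clustering of the arrays on all 49293 probe sets, each centred and scaled to unit variance, split them into 2 branches that held 8 of 8 arrays with their own growth format. All probe sets were used because a set chosen for its low p differs between the groups by construction. The same number of arrays was placed with its group when only probe sets with p under 0.01 were clustered, as in the methods, and when average linkage on correlation replaced Ward's method.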

Hierarchical clustering reveals that each of the two groups form into distinct clades based on gene expression (Fig 2A). Additionally, principle component analysis shows that biological quadruplicates for HEY 2D and HEY 3D samples are more similar to themselves than to each other (Fig 2B). 

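The first principal component of the centred log2 values held 90.5% of the variance and the second 2.68%. The PC1 score was -60.24 ± 0.47 (SD, n = 4) for the 2D monolayer and 60.24 ± 1.76 (SD, n = 4) for 3D spheroids. All 3D arrays lay on one side of all 2D arrays (two-sided exact permutation test, p = 0.029, the smallest that 4 arrays against 4 allow). With each probe set scaled to unit variance the first component held 51.7% of the variance.

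**Figure D1:**
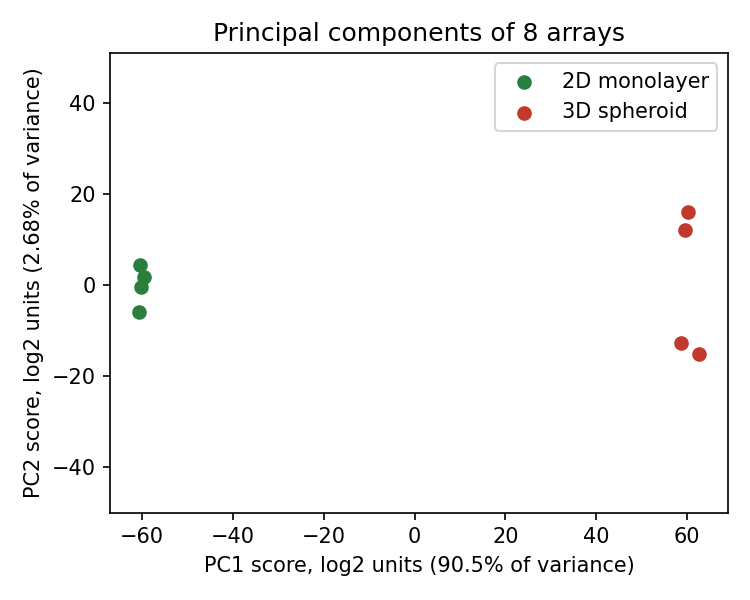
Scores of the 8 arrays on the first and second principal components, in log2 units, with the 2D monolayer in green and 3D spheroids in red. The 2D arrays sit near -60.24 and the 3D arrays near 60.24 on the first component.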

Volcano plot analysis shows that there are numerous genes between the two groups that have a high fold change and that are also statistically significant (S1 Fig).

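Among all probe sets, 26837 had an unadjusted p under 0.05 from limma. Of the genes, each represented by a single probe set, 4367 were higher and 5364 lower in 3D after adjustment. The groups did not overlap for 9103 genes (49.9%).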

**Fig 1:**
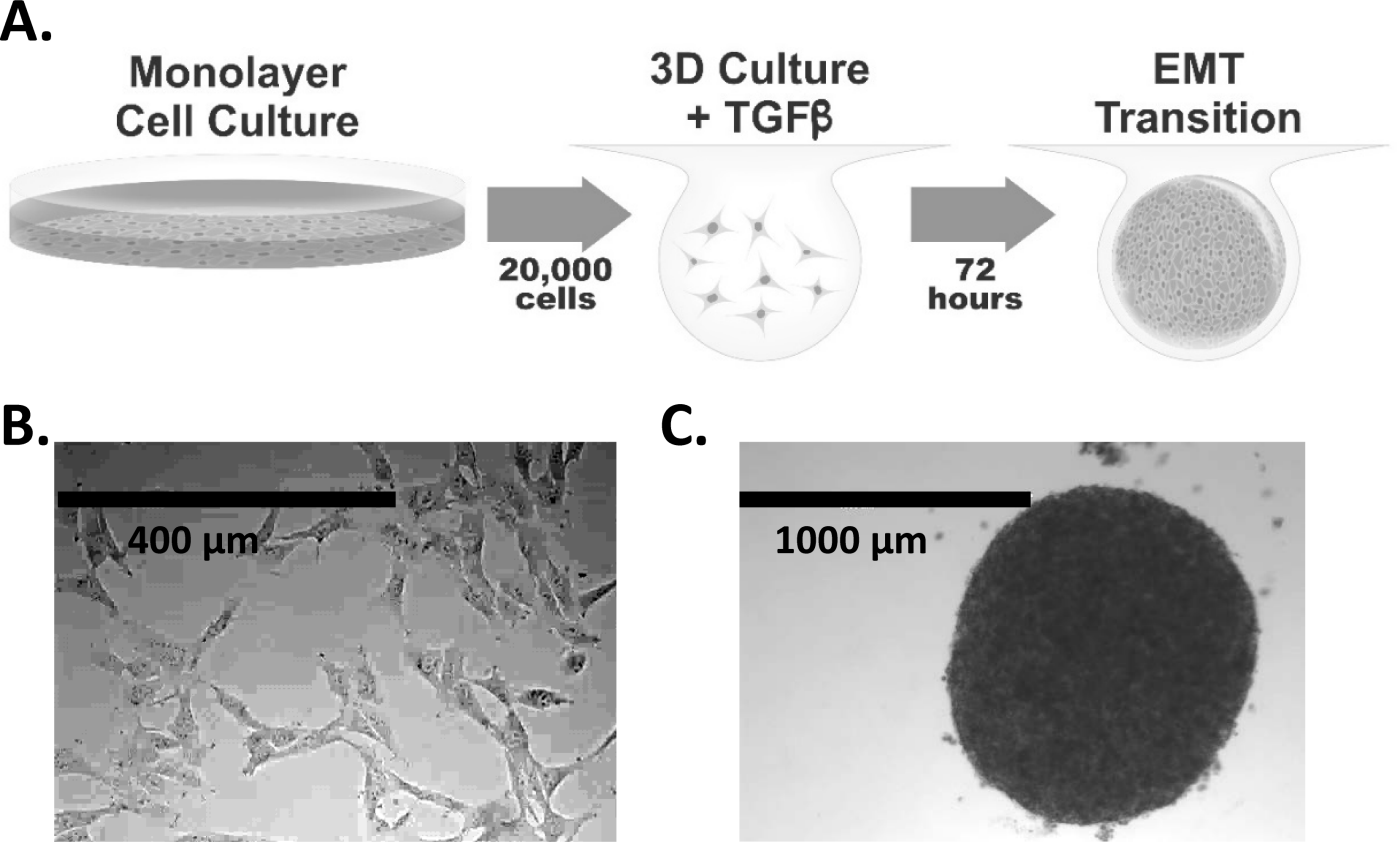
Establishment of three-dimensional mesenchymal cell populations from confluent monolayers. A) HEY cells grown in a monolayer are released and then suspended in drops of culture media containing TGFβ (20,000 cells per drop) using the hanging drop method. After 72 hours, the resulting 3D spheroids are then assayed. B) Image of HEY cells grown in monolayer culture. C) Image of HEY cells grown as a 3D spheroid and treated with TGFβ.

**Fig 2:**
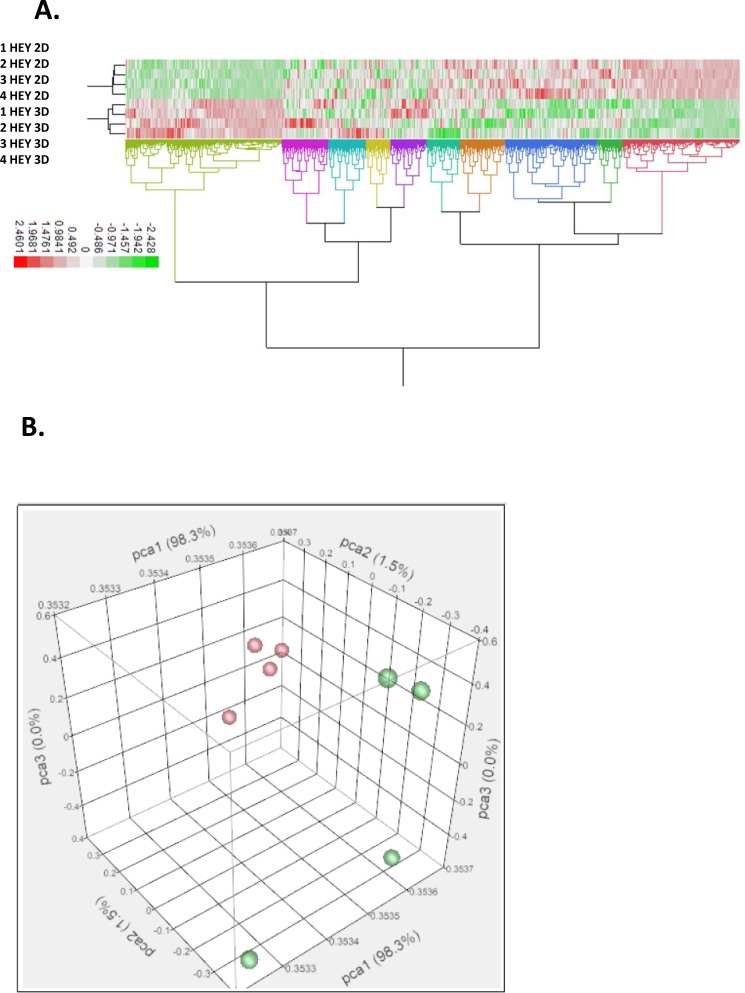
HEY cells treated with TGFβ have distinct gene expression profiles when grown as 3D spheroids vs. 2D monolayers. A) Hierarchical clustering of expression profiles. Clustering revealed that each of the two groups (4 biological replicates per group) form into distinct clades based on expression. B) Principle component analysis for expression profiles. Variability in transcriptome response separates strongly along the first PCA1. Red color is HEY 3D biological replicates and green color is HEY 2D biological replicates. The four biological replicates for HEY 2D are more closely related in expression as compared to HEY 3D.

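The mean squared distance of an array from its group's mean, taken over all probe sets on the log2 scale, was 0.00606 ± 0.00047 (SD, n = 4) in 2D and 0.00949 ± 0.0013 (SD, n = 4) in 3D. The ratio of 3D to 2D was 1.57, and every 3D array lay farther from its group mean than every 2D array (two-sided exact permutation test, p = 0.029). Without any one of the 2D arrays the ratio ran from 1.498 to 1.64 with an exact p of 0.057. When the trend of each probe set on the array's poly-A control signal was taken out, the ratio was 1.26, and it ran from 0.958 to 1.51 when single arrays were left out.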

RT-qPCR was performed on eight different genes which were found to be up or downregulated by varying degrees upon 3D culturing to validate our microarray analysis (Fig 3). The eight genes we chose to validate include two highly upregulated genes, the serine protease PRSS35 and the aldo-keto reductase AKR1C1, as well as the highly downregulated E-cadherin regulator CCDC80. Additionally, we chose some genes that were more moderately regulated, including the chaperones HSP110 and HSP70, the G-protein signaling inhibitor RGS2, the fibroblast growth factor secretion regulator AHNAK2 and the apoptotic inducer RRAD. Our results show that similar trends are observed via RT-qPCR for these genes as compared to our microarray results. Overall, our data show that HEY ovarian cancer cells, treated with TGFβ to induce EMT, show dramatic differences in gene expression profiles when grown as 3D spheroids vs. standard 2D culture.

**Fig 3:**
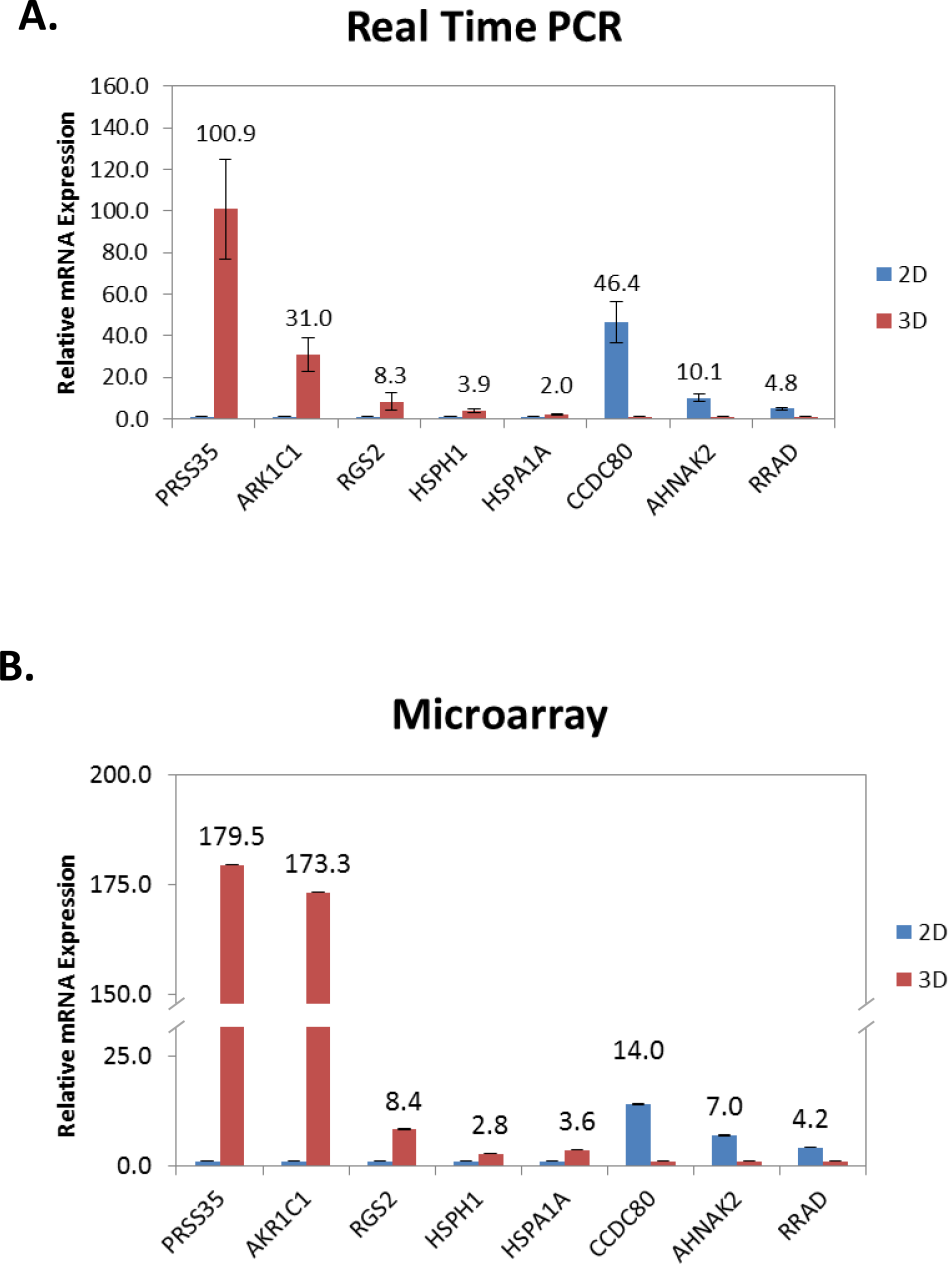
Real time PCR analysis validates microarray results. A) Real time PCR results for select genes that are moderately to highly affected by 3D vs. 2D growth. B) Microarray results are plotted for the same genes.

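HSPH1, which encodes HSP110, had a log2 signal of 10.54 ± 0.03 (SD, n = 4) in 2D and 12.11 ± 0.08 (SD, n = 4) in 3D, a 2.98-fold increase (adjusted p = 3.0e-10 from limma). All 8 of its probe sets were higher in 3D. HSPA1A, which encodes HSP70, rose 3.95-fold from 8.80 ± 0.07 to 10.78 ± 0.09. RGS2 rose 8.43-fold from 4.16 ± 0.24, near the lower end of the array's range, to 7.24 ± 0.34. AHNAK2 was 6.22-fold higher in 2D (9.08 ± 0.06) than in 3D (6.44 ± 0.12). RRAD had a signal of 5.22 ± 0.13 (SD, n = 4) in 2D and 7.28 ± 0.11 (SD, n = 4) in 3D, a 4.16-fold higher level in 3D (adjusted p = 7.0e-10 from limma), from the only probe set annotated to it.

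**Figure D2:**
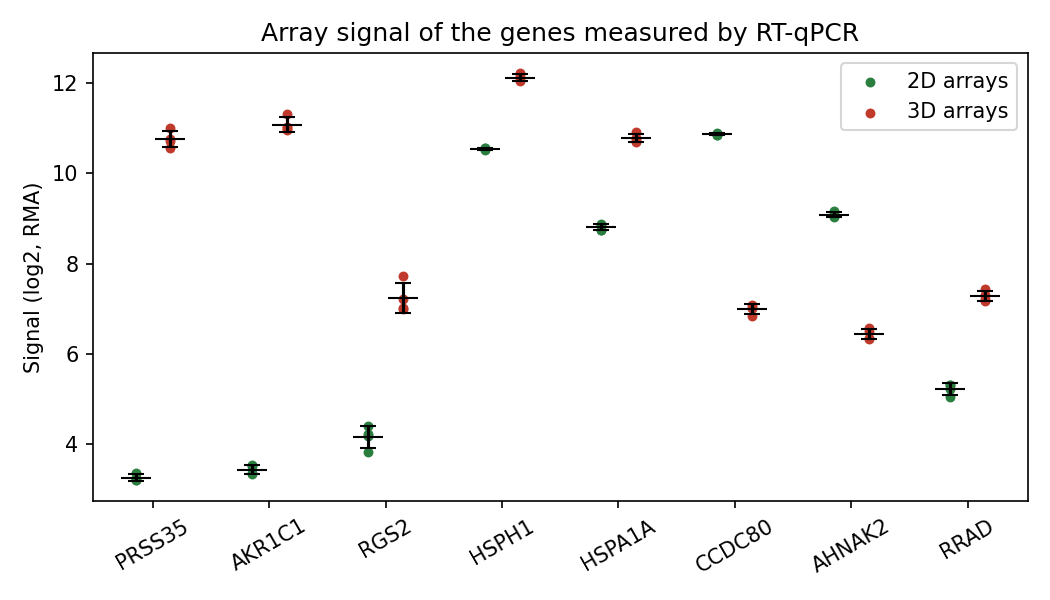
Log2 RMA signal of the 8 genes measured by RT-qPCR, with 1 point per array (2D green, 3D red) and the mean ± SD in black. RRAD lies at 5.22 in 2D and 7.28 in 3D.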

### Transcripts affected by 3D culturing may enhance the tumorigenicity of HEY cells

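The probe sets behind 39 of the 40 genes of Table 1 were identified by gene name and fold change in the part of S2 Table that was available, its first 1998 probe sets. Of these, 20 were higher and 19 were lower in 3D, with a largest adjusted p of 3.3e-10 from limma. The authors chose these genes for their large changes on the same arrays, and the match used the paper's fold changes. The directions and low p were therefore fixed in advance and are not independent evidence. TPM1 has 9 probe sets, whose log2 fold changes ran from -3.16 to -0.23. On the table with 1 probe set per gene, the lowest values belonged to SEMA3E, CCDC80, TENM2, MIR17HG and PIF1, with log2 fold changes from -3.87 to -3.70. In the probe sets behind Table 1, the 3D signals of SEMA3E (4.33), CCDC80 (4.57), TENM2 (4.22) and PIF1 (4.39) lay under log2 5 and that of MIR17HG at 5.02. Several others, such as SLC6A15 (4.34) and TRMT13 (3.42), lay under log2 5 too, while some, such as ATP8B1 (6.52), did not. Signals under or close to log2 5 lie near the lower end of the array's range, which limits the size of those falls and their order. The brightest probe set of CCDC80 had a higher 3D signal, given below.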

Growth as 3D spheroids leads to both the upregulation and downregulation of gene expression (Table 1. For a complete list of gene expression data see S2 Table). 

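AKR1C1 had a log2 signal of 3.44 ± 0.10 (SD, n = 4) in the 2D monolayer and 11.07 ± 0.16 (SD, n = 4) in 3D spheroids. The log2 fold change was 7.63 (standard error 0.08, adjusted p = 1.2e-13 from limma), which is 198-fold and the largest increase on the table of genes. The 2D signal lies under log2 5, near the lower end of the array's range. Its other probe set gave a log2 fold change of 7.21. Of 17 drug resistance genes, 7 were higher and 5 lower in 3D (7 and 5 when adjusted over the list alone), with a camera adjusted p of 0.480. ABCC4 and ABCC1 had log2 fold changes of -1.24 and -1.20.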

The most highly upregulated gene under 3D growth conditions in HEY cells is AKR1C1 (Aldo-Keto Reductase Family 1, Member C1), part of a family of cytosolic NADP(H)-dependent oxidoreductases that is involved in detoxification of xenobiotics, steroids, and polycyclic aromatic hydrocarbons [24]. Increased expression of AKR1C1 is associated with the development of cisplatin resistance in human ovarian carcinoma cells [25]. Previous work shows that ovarian cancer cells, grown in 3D, are more resistant to chemotherapy treatment [26]. It is therefore plausible that the increased expression of AKR1C1 upon ovarian cancer cell 3D growth may promote chemotherapy resistance. PRSS35 (Protease, Serine 35), another highly upregulated gene upon 3D growth, belongs to the trypsin class of serine proteases. This protease is highly expressed in the mouse ovary [27]. 

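PRSS35 rose from a log2 signal of 3.27 ± 0.08 (SD, n = 4) in 2D to 10.75 ± 0.18 (SD, n = 4) in 3D. This is a log2 fold change of 7.49 (standard error 0.08, adjusted p = 1.5e-13 from limma), or 179-fold. The 2D signal lies under log2 5, near the lower end of the array's range, which limits the size of the fold. Among 25 matrix protease and inhibitor genes, 10 were higher and 7 lower in 3D (10 and 7 when adjusted over the list alone), and the list as a whole had a camera adjusted p of 0.234. MMP9 had a log2 fold change of 3.13 (also from a 2D signal under log2 5), ADAMTS1 of -1.23 and CTSL of -1.01.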

Proteases play an important role in proteolysis that is essential for tissue remodeling that occurs during EMT by breaking down the extracellular matrix. While metalloproteases play the largest role in this process, serine proteases also contribute [28]. We postulate that enhanced expression of PRSS35 under 3D growth conditions may promote ovarian EMT through the proteolytic digestion of cell attachments. 

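CCDC80 fell by 3.87 on the log2 scale, from 10.86 ± 0.02 (SD, n = 4) in 2D to 6.99 ± 0.10 (SD, n = 4) in 3D (standard error 0.06, adjusted p = 6.5e-13 from limma). This level is 14.6-fold higher in 2D. All 6 of its probe sets were lower in 3D, with log2 fold changes from -4.12 to -3.09.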

A transcript that was highly downregulated upon 3D growth is CCDC80 (Coiled-Coil Domain Containing 80). Interestingly, CCDC80 null mice develop thyroid adenomas and ovarian carcinomas, and CCDC80 gene expression is decreased in human ovarian cancer samples as compared to normal ovarian samples [29]. The mechanism for the tumor suppressor properties of CCDC80 may be through its ability to induce E-cadherin expression [29]. E-cadherin provides crucial cell-cell adhesion to hold epithelial cells tightly together, and enhanced E-cadherin expression promotes the epithelial phenotype over the cancer-promoting mesenchymal phenotype [30]. Collectively, we propose that regulation of these and other genes upon 3D growth may enhance the tumorigenic properties of ovarian cancer cells.

**Table 1:** The most differentially expressed transcripts in the HEY 3D compared to HEY 2D.

*Direction of Change*	*Gene*	*Role*	*Fold Change*	*p-value*
Down-regulated	CCDC80	Heparin binding and fibronectin binding	-17.39	2.87E-09
	SLC6A15	Amino acids transport	-14.75	2.3E-08
	SEMA3E	Axon guidance ligands	-14.67	9.33E-09
	TENM2	Protein homodimerization activity	-13.71	7.28E-10
	PLCB4	Catalyzes the formation of inositol 1,4,5-trisphosphate and diacylglycerol	-13.13	2.43E-08
	MIR17	Involved in cancer and cell carcinomas	-13.09	2.91E-08
	PIF1	5' to 3' DNA helicase	-13.02	1.09E-08
	IL1RAP	Associates with interleukin to mediate NF-κB signaling	-11.49	1.16E-08
	GPR126	G-protein orphan receptor	-10.83	6.66E-09
	FBN2	Component of connective tissue microfibrils	-10.45	2.36E-08
	MIR1304	mRNA regulation	-9.92	1.22E-08
	TRMT13	Methyltransferase activity	-9.22	7.77E-09
	DLEU2	Associated with chronic lymphocytic leukemia	-9.09	4.32E-09
	TIGD1	Unknown	-8.98	6.51E-08
	TPM1	Involved in the contractile system of striated and smooth muscles	-8.91	9.32E-08
	KRTAP2	Formation of a rigid and resistant hair shaft	-8.78	4.61E-09
	RIMS2	Ion channel binding and Rab GTPase binding	-8.77	6.88E-10
	ATP8B1	Transport of phosphatidylserine and phosphatidylethanolamine	-8.60	7.27E-10
	AHNAK2	Cell differentiation	-8.56	8.9E-09
	AKAP12	Scaffold protein in signal transduction	-8.08	5.87E-09
Up-regulated	MRPS6	Protein synthesis in mitochondria	18.96	5.7E-10
	TNFSF15	Cytokine inducible by TNF and IL-1α	20.18	2.85E-08
	RANBP3L	Binding protein	20.29	3.27E-09
	SLC1A3	Termination of excitatory neurotransmission in central nervous system	22.47	1.07E-09
	TMEM171	Unknown	24.17	7.76E-10
	AKR1B1	Catalyzes the reduction of aldehydes	24.76	4.53E-10
	F2RL1	Receptor for trypsin and trypsin-like enzymes coupled to G proteins	25.68	5.85E-10
	S100A4	Cell cycle progression and differentiation	28.15	5.7E-10
	PTGS2	Prostaglandin biosynthesis	29.55	3.06E-08
	SOD2	Converts superoxide byproducts to H2O2	32.39	4.72E-09
	CXCR4	CXC chemokine receptor	35.08	6.24E-10
	IL8	Neutrophil chemotactic factor	55.81	7.76E-10
	SPOCK1	Protease inhibition	56.98	6.76E-10
	NADK2	Catalyzes the phosphorylation of NAD to yield NADP	57.98	2.16E-08
	GLS	Catalyzes the hydrolysis of glutamine to glutamate	59.61	6.06E-08
	ITGB8	Mediate cell-cell and cell-extracellular matrix interactions	60.23	2.1E-09
	ID2	Cellular growth, senescence, differentiation, apoptosis, angiogenesis	70.77	4.63E-09
	RGCC	Regulates cell cycle, induced by p53	78.93	5.85E-10
	PRSS35	Protease activity	179.46	5.85E-10
	AKR1C1	Conversion of aldehydes and ketones to their corresponding alcohols	198.09	5.7E-10

Transcripts are organized as those down-regulated and up-regulated between the two groups. The gene, as well as the role of the protein in the cell is provided in addition to the relative fold change and p-value. For a complete list of gene expression changes see S2 Table.

### Gene-set enrichment analysis reveals novel pathways that are enriched upon HEY cell growth as 3D spheroids

Gene set enrichment analysis suggested that pathways downregulated by more than 15% include branched chain amino acid metabolism, folate biosynthesis, fatty acid oxidation, and the mevalonate pathway, while pathways upregulated in the 3D cells include those related to tumor necrosis factor receptor (TNFR) superfamily member 1A and 6 (for a complete list of gene set enrichment pathways identified see S3 Table). These pathways were increased more than 20% with 3D growth in HEY cells, and they have all been related to cancer growth. 

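The pathways given here were read from S3 Table, where the authors selected them on these same arrays, so their tests here are not independent evidence. Of 46 measured genes of branched chain amino acid metabolism, 4 were higher and 31 lower in 3D, with a median log2 fold change of -0.41 (camera adjusted p = 1.1e-05). AOX1 fell by 2.03 and HMGCS1 by 1.53 on the log2 scale. For folate biosynthesis (16 genes) the median was -0.27 (camera adjusted p = 0.023), for fatty acid oxidation (37 genes) -0.16 (camera adjusted p = 0.016) and for the mevalonate pathway (13 genes) -0.10 (camera adjusted p = 0.484). The pathway from TNFRSF1A to CREB and ELK-SRF (32 genes) had a median of 0.35 (camera adjusted p = 0.0015). The pathway from TNFRSF6 to HSF1 (12 genes) had a median of 0.34 (camera adjusted p = 0.0071), and its member FAS had a log2 fold change of 0.79. These p use camera's preset correlation between genes. Over the 58 lists tested, 24 passed with it and 2 with a correlation estimated from the data, which were branched chain amino acid metabolism (adjusted p = 0.047) and the NF-κB targets.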

Branched chain amino acids, such as leucine, positively regulate the mammalian-target-of-rapamycin (mTOR) pathway [31]. The mTOR pathway is involved in regulating cellular functions involved in growth and proliferation, and upregulation of this pathway is commonly observed in human cancers [32]. Folate plays a role in nucleotide synthesis and methylation, making it essential to rapidly growing cancer cells [33]. Fatty acid oxidation is required for functional angiogenesis and is utilized by cancer cells to overcome metabolic stress to proliferate [34]. The mevalonate pathway is responsible for converting acetyl-coenzyme A into isoprenoids, which are required for cholesterol and steroid synthesis [35]. LDL-cholesterol accumulates in cancer tissues and is associated with migration, proliferation, and loss of adhesion from the primary tumor which are vital steps in the epithelial to mesenchymal transition [35]. Upregulation of TNFR family members allows signaling via the NF-κB transcription factor, which can promote tumorigenesis through the activation of the expression of genes involved in processes including cell proliferation, migration and anti-apoptosis [36]. Therefore, we conclude that multiple cellular pathways that are altered upon 3D growth could increase tumorigenicity.

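Of 27 NF-κB target genes, 23 were higher and 1 was lower in 3D (23 and 1 when adjusted over the list alone), with 14 at least 2-fold higher. Their median log2 fold change was 1.66 (camera adjusted p = 6.3e-12, and 0.010 with an estimated correlation). IL1A was the member that fell, by 0.40 on the log2 scale. TNF had a log2 fold change of 2.04. From the altered metabolic and TNF receptor pathways and their published links to cancer growth, the paper concludes that several cellular pathways altered by 3D growth could increase tumorigenicity.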

### EMT genes are altered upon spheroid culturing in ovarian cancer

Unique sub-networks underlie the transition from 2D to 3D growth in HEY cells (Table 2, for a complete list of enriched cell networks see S3 Table). We note that many of the genes involved in EMT are differentially expressed upon formation of spheroids as compared to growth in monolayer (Fig 4). 

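The EMT genes of S4 Table were chosen by the authors at a low p on these arrays, so a high share of changed members is built into the list. Of 269 measured, 135 were higher and 114 lower in 3D (136 and 115 when adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 0.086). ID2 and ITGB8 had the largest increases (log2 fold changes of 6.15 and 5.91), from 2D signals under log2 5. Of 24 textbook epithelial junction and keratin genes, 3 were higher and 8 lower (3 and 8 when adjusted over the list alone, camera adjusted p = 0.326). Of these 24, 14 had a mean signal under log2 5, near the lower end of the array's range. A fall of such genes could be missed, so the list says little on a loss of epithelial transcripts. Of 19 mesenchymal marker genes, 5 were higher and 5 lower (5 and 5 when adjusted over the list alone, camera adjusted p = 0.559), and 8 had a mean signal under log2 5. CDH2, the N-cadherin gene, fell by 0.66 on the log2 scale, and S100A4 had a log2 fold change of 4.24 from a 2D signal under log2 5.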

EMT transcription factors downregulate the expression of cell-cell adhesion proteins and upregulate metastatic proteins, leading to cancer progression [37]. Importantly, a number of EMT transcription factors are enhanced upon growth in 3D, including Snail 1 (SNAI1), Snail 2 (SNAI2), ZEB2, TCF3, and SIX1 (S4 Table). 

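Of 13 EMT transcription factors, 9 were higher and 1 was lower in 3D (9 and 2 when adjusted over the list alone). A mean signal under log2 5 was found for 6 of the 13. Their median log2 fold change was 0.32 (camera adjusted p = 0.0066, and 0.083 with an estimated correlation). SNAI2 rose from 8.32 ± 0.04 (SD, n = 4) to 10.20 ± 0.03 (SD, n = 4), a log2 fold change of 1.88 (adjusted p = 2.8e-11 from limma). TWIST2 had a log2 fold change of 1.92 from its brightest probe set and 0.14 from the other, which did not pass. TCF3 had one of 0.93 from its brightest probe set, and its 4 probe sets ran from -0.01 to 0.93. SNAI1 changed by 0.57 with a mean signal under log2 5 in both groups, and ZEB2 by 0.32 (0.14 in its other probe set, which did not pass). TWIST1 fell by 0.46.

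**Figure D3:**
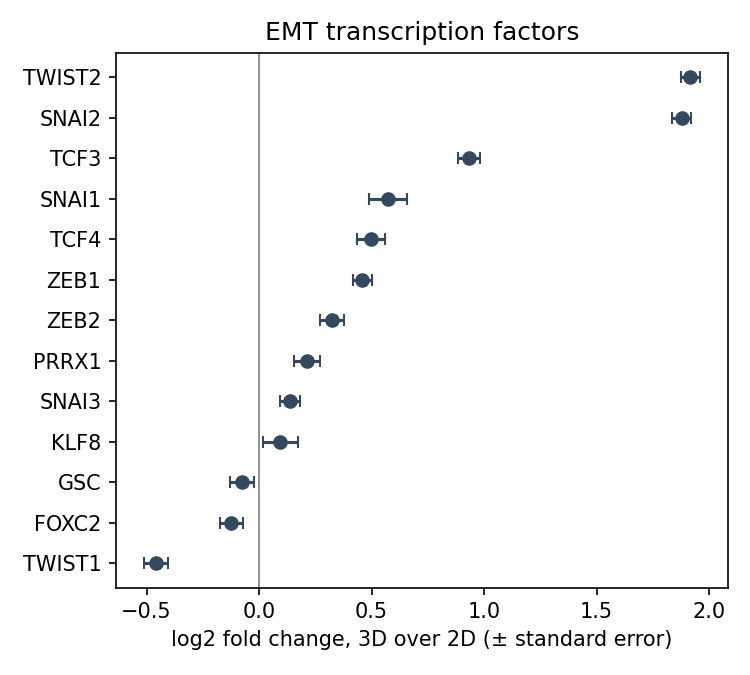
Log2 fold change (3D over 2D) of 13 EMT transcription factors, with points at the limma estimate and bars of 1 standard error. TWIST2 (1.92) and SNAI2 (1.88) lie farthest to the right and TWIST1 (-0.46) farthest to the left.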

Supporting this finding, in recently published work, we show via qPCR that EMT transcription factors, while slightly upregulated upon TGFβ treatment under 2D growth conditions, are upregulated more significantly when grown in 3D [38]. Thus, 3D growth, through enhanced expression of EMT transcription factors, is likely to allow for a stronger induction of EMT by TGFβ.

**Fig 4:**
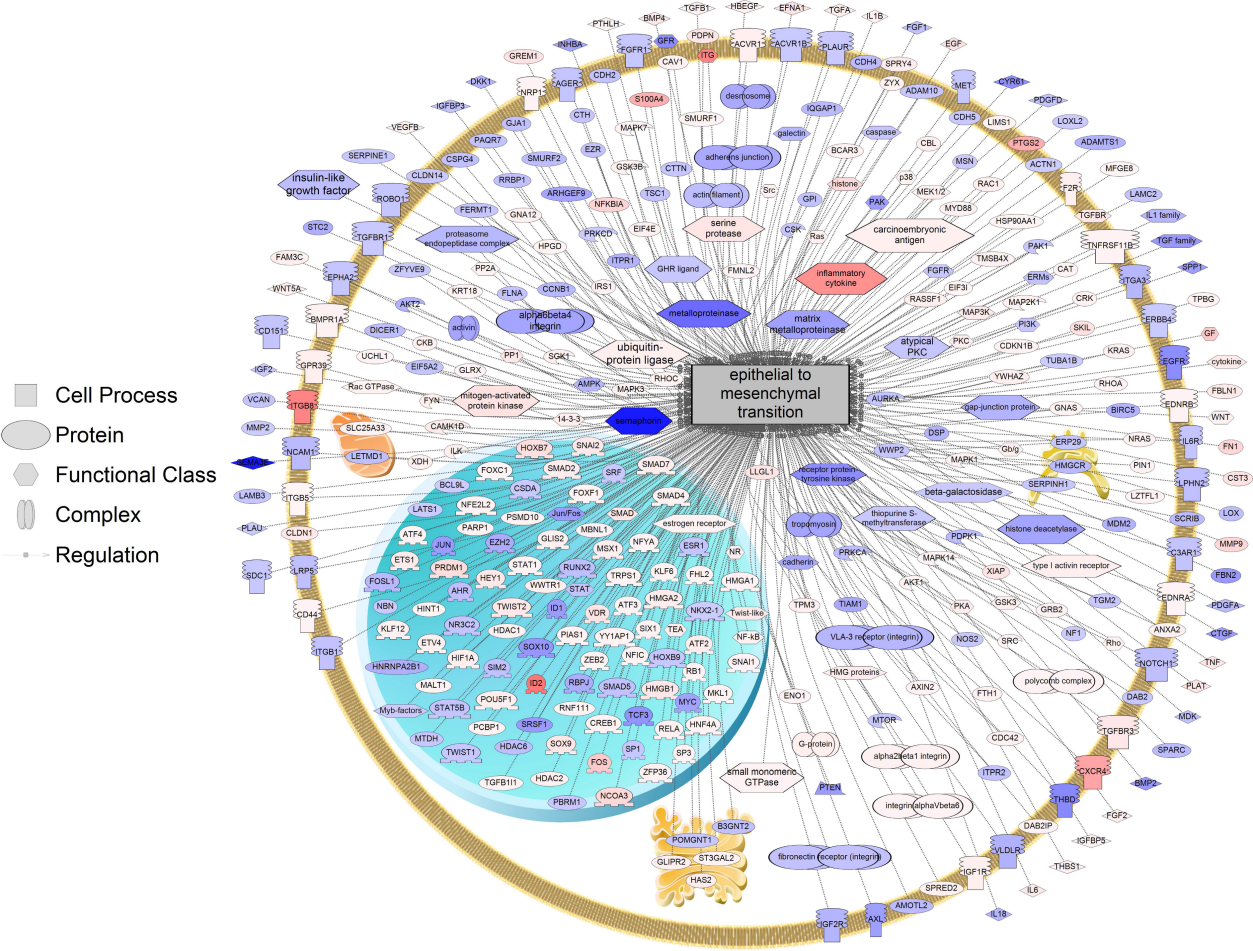
Expression of genes related to EMT in 3D vs. 2D growth. All these genes in the pathway were differentially expressed at P<0.001 in 3D and are related to the process of EMT. Red indicates the gene is up-regulated and blue indicates the gene is down-regulated. All genes for pathways are listed in S4 Table.

**Table 2:** Examples of cell processes differentially expressed between HEY 2D and HEY 3D cells.

*Theme*	*Gene Set Seed*	*Total # of Neighbors*	*# of Measured Neighbors*	*Median change*	*p-value*
Autophagy	autophagy	418	402	1.08	5.9E-06
	autophagic cell death	78	75	1.15	0.00076
Cancer and Aging	senescence	651	596	1.05	7.79E-08
	cell aging	251	225	1.06	2.1E-07
	oncogenesis	523	486	1.05	1.36E-05
	epithelial to mesenchymal transition	551	522	-1.0087	1.99E-07
Cell Cycle	S phase	857	797	1.05	4.38E-09
	interphase	196	192	-1.05	1.13E-08
	G1/S transition	611	558	1.07	1.73E-06
	G2 phase	171	164	1.07	2.51E-05
	cell cycle checkpoint	161	150	1.06	4.1E-05
	exit from mitosis	62	59	1.06	0.000284
Chromosome Separation	spindle assembly	507	478	-1.06	1.14E-11
	centriole duplication	106	103	-1.10	6.98E-07
	mitotic spindle assembly	59	58	-1.18	2.98E-05
	microtubule/kinetochore interaction	19	19	-1.54	0.000872
DNA Damage and Repair	response to DNA damage	460	428	1.07	1.32E-12
	DNA repair	654	609	1.05	1.3E-10
	genome instability	292	272	1.06	4.09E-08
	genetic instability	113	111	1.08	3.76E-07
	nucleotide-excision repair	120	113	1.09	7.58E-06
	DNA damage checkpoint	126	122	1.06	6.2E-05
Protein Modification	protein degradation	470	449	1.06	7E-08
	ubiquitin-dependent protein degradation	193	186	1.16	1.23E-05
	protein ubiquitination	89	88	1.15	3.27E-05
	protein sumoylation	167	158	1.13	4.71E-05
Stress	response to oxidative stress	166	159	1.06	3.55E-05
	heat-shock response	65	59	1.14	0.000722
Transcription	poly(A)+ mRNA-nucleus export	84	77	-1.13	9.86E-05
	Polymerase II transcription	75	70	1.13	0.000393
Other	adipocyte differentiation	394	367	1.06	5.11E-06
	wall integrity	51	51	1.37	5.74E-06
	myoblast differentiation	212	196	1.08	1.85E-05
	nucleocytoplasmic transport	122	112	1.10	2E-05
	adherens junction assembly	52	50	1.12	2.79E-05
	skin development	69	67	1.10	0.000175
	blood vessel barrier	28	28	1.26	0.000545
	leiomyocyte adhesion	25	24	-1.14	0.000756

Provided are the total number of neighbors within a network, number of neighbors measured on the microarray, the median fold change of the network, and the p-value. All cell processes differentially expressed between cells are provided in S3 Table. Major themes included those related to cell cycle, DNA damage and repair, and stress.

### Transcriptional networks involving stress pathways are altered in HEY cell growth as 3D spheroids

Interestingly, a number of the identified sub-networks are related to the response to stress (Fig 5, for a complete list of gene networks related to stress see S4 Table). 

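Of 635 measured genes in the stress networks of S4 Table, which the authors selected on these arrays, 263 were higher and 198 lower in 3D, and 174 did not pass limma's test (269 higher and 204 lower when adjusted over the list alone). The median log2 fold change was 0.04, or 1.03-fold. The list's distribution differed from that of all other genes by a Kolmogorov-Smirnov distance of 0.174 (adjusted p = 3.7e-04 from 10000 random lists of the same size, whose unadjusted p was the smallest they can give). Camera, which compares moderated t statistics, gave an adjusted p of 0.052.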

The finding that stress responses are activated upon 3D growth is not surprising, given that growth under these conditions is likely to cause nutrient limitation and hypoxia, among other cellular stresses.

**Fig 5:**
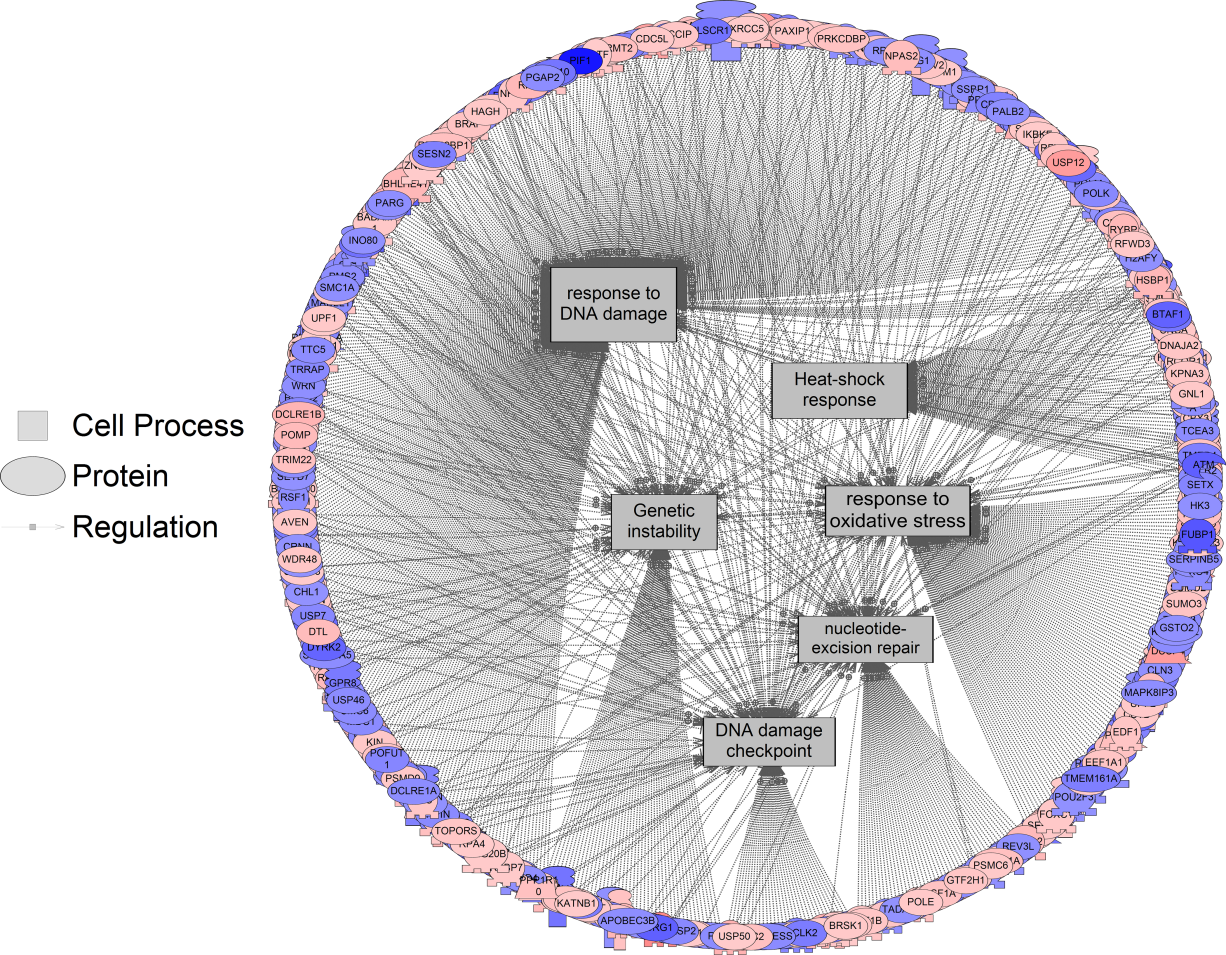
Gene networks related to stress are significantly enriched following sub-network enrichment analysis when comparing 3D vs. 2D growth. Red indicates the gene is upregulated and blue indicates the gene is downregulated. All genes for the pathways are listed in S4 Table.

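Of 23 antioxidant enzyme genes, 11 were higher and 7 lower in 3D (11 and 7 when adjusted over the list alone), with a median log2 fold change of 0.05 and a camera adjusted p of 0.182. The list passed with the probe set of lowest p per gene (adjusted p = 0.031) and with the mean of a gene's probe sets (0.036). PRDX2 rose from 5.37 ± 0.11 (SD, n = 4) to 6.56 ± 0.16 (SD, n = 4), a 2.28-fold change (adjusted p = 1.4e-07 from limma). CAT rose 1.34-fold and SOD1 1.16-fold, and GSTO1 was 1.25-fold higher in 2D. GPX3 (log2 fold change 3.11, from a 2D signal under log2 5) and SOD2 (3.30) rose most, and TXNRD2 fell by 1.23 on the log2 scale, with 4 of 5 probe sets lower and 1 higher.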

Transcripts in the network that are related to the oxidative stress response include peroxiredoxin 2 (PRDX2) (Fold change = +2.2), catalase (CAT) (+1.3), superoxide dismutase 1, soluble (SOD1) (+1.2), and glutathione S-transferase omega 1 (GST01) (-1.3). Transformation may result from the exposure of cells to reactive oxygen species [39]. Additionally, it has been hypothesized that the rise in cancer diagnosis for older individuals may be due to a lifetime of DNA damage by reactive species accumulated endogenously and exogenously [40]. Oxidative stress activates ERK/MEK and PI3K/AKT pathways and impacts signaling proteins important in cancer such as Ras, Raf, p53, PKC, c-Myc, and Nrf2 [41–43]. The changes detected in the oxidative stress pathway upon growth of HEY cells in 3D may thus promote tumorigenic properties of the cells.

Also changed in 3D cells are transcripts that are associated with the heat shock response. 

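Of 24 heat shock and chaperone genes, 17 were higher and 4 lower in 3D (17 and 4 when adjusted over the list alone), with a median log2 fold change of 0.38 (camera adjusted p = 9.3e-04, and 0.083 with an estimated correlation). CHORDC1 had a log2 fold change of 1.92, HSPA4L fell by 1.39 and HSPD1 by 0.51. HSF1 rose 1.28-fold (adjusted p = 1.9e-04 from limma) and HSPB1 1.20-fold (adjusted p = 0.049), which did not hold with the methods' analysis of variance (0.148), robust eBayes (0.0505), arrays centred on the 75th percentile (0.065) or another quantile normalization (0.107), without any one of the 2D replicates (0.068 to 0.113) or without 3D replicate 9 (0.115) or 10 (0.114). HSP90AA1 had a log2 fold change of -0.09 from its brightest probe set (adjusted p = 0.173 from limma, and 0.024 from eBayes with trend). The other probe set gave 0.22 (adjusted p = 9.8e-04 from limma).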

Some examples include heat shock protein 90kDa alpha (cytosolic), class A member 1 (HSP90AA1) (+1.16), heat shock 27kDa protein 1(HSPB1) (+1.20), and heat shock transcription factor 1 (HSF1) (+1.28). Recent studies have suggested that many cancer types utilize activation of heat shock factor 1 (HSF1), the master regulator of the heat shock response, to stabilize oncogenes within the cell [44]. The heat shock response is a highly conserved response to specific environmental stressors such as heat shock, heavy metals, and oxidative stress [45]. HSF1 promotes the transcription of heat shock protein genes, many of which encode molecular chaperones. Increased chaperone expression provides a cytoprotective response in advanced cancers with acidotic, hypoxic, and nutrient-deprived microenvironments [46]. Elevated levels of one or more chaperones are commonly found in both solid cancer tumors and hematological malignancies [47–51]. In fact, overexpression of HSP27, HSP70, or HSP90 correlates with poor prognosis and may contribute to drug resistance in some cancer types [52–55]. Activation of the heat shock response in spheroids may promote cell survival, in the face of multiple cellular stresses, through enhanced expression expression of HSF1 target genes, including molecular chaperones. Further analysis of this spheroid model could offer valuable insight into how HSF1 and HSPs could be utilized as targets for chemotherapy in ovarian cancer patients.

Other examples of stress-related genes that show a high magnitude of response in terms of downregulation include the PIF1 5'-to-3' DNA helicase homolog (*S*. *cerevisiae*) (-13.0), epidermal growth factor receptor (-4.6), far upstream element (FUSE) binding protein (-4.4), and cysteine-rich, angiogenic inducer (-4.4). 

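PIF1 fell from 8.09 ± 0.05 (SD, n = 4) in 2D to 4.39 ± 0.18 (SD, n = 4) in 3D, a level 13.0-fold higher in 2D (adjusted p = 1.6e-11 from limma). The 3D signal lies under log2 5, near the lower end of the array's range. All 3 of its probe sets were lower. EGFR fell by 2.19 on the log2 scale, with 5 of 8 probe sets lower and none higher. CCN1, the current symbol of CYR61, fell by 1.38 in its brightest probe set and by 2.13 in the other. FUBP1 had a log2 fold change of 0.12 (adjusted p = 0.038) from its brightest probe set, with an adjusted p of 0.093 when arrays were centred on the 75th percentile 0.217 with another quantile normalization and 0.065 to 0.094 without 2D replicate 1, 2 or 3 or 3D replicate 10 or 12, and 3 of its 5 probe sets were higher in 3D. A single FUBP1 probe set was lower, by a log2 fold change of -2.16.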

Increasing transcripts in the network included nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha (+10.3), FBJ murine osteosarcoma viral oncogene homolog (+14.7), prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) (+29.5), and interleukin 8 (+49.8). Many of these aforementioned transcripts have been shown to play critical roles in the progression of cancer. For example, PIF1 is a DNA-dependent adenosine triphosphate (ATP)-metabolizing enzyme that is required for proper replication and repair during cell division. 

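NFKBIA rose from 8.19 ± 0.05 (SD, n = 4) to 11.31 ± 0.02 (SD, n = 4), an 8.70-fold change, and all 3 of its probe sets were higher. FOS rose 14.7-fold from 4.52 ± 0.23 to 8.40 ± 0.27 (adjusted p = 5.2e-10 from limma). PTGS2 rose 29.6-fold from 2.91 ± 0.07 to 7.80 ± 0.32, and its 3D replicate 12 lay apart from the other 3D arrays. The 2D signals of FOS and PTGS2 lie under log2 5, near the lower end of the array's range.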

Studies show that this protein inhibits S-phase progression and reduces proliferation rates of RAS oncogene-transformed fibroblasts [56], and may therefore be a novel drug target for cancer therapy. Here, the downregulation of PIF1 mRNA may lead to increased proliferative activity during the transition from a non-cancerous cell to a cancerous cell. Our network analysis also identifies DNA duplex unwinding (down regulated -1.49) and S-M checkpoint (down-regulated -1.59) as processes significantly down-regulated in 3D spheroids, processes which may be related to changes in PIF1 expression. In terms of ovarian cancer, there are many studies implicating epidermal growth factor receptor (EGFR) as a key regulator of cell differentiation Specifically, EGF-induced EMT increases phosphorylation of Akt, ERK1/2, and S6 ribosomal protein, which alters ovarian cancer cell proliferation and differentiation [57]. Additionally, elevated EGFR expression in tumor stroma is linked to aggressive epithelial ovarian cancer in patients and relates to Ki-67 expression in tumor cells [58]. In terms of up-regulated transcripts, notable transcripts included FBJ murine osteosarcoma viral oncogene homolog, a member of the Fos family of transcription factors. In cancer, this gene is a proto-oncogene implicated in cell proliferation and transformation [59]. 

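CXCL8, the current symbol of IL8, had a log2 signal of 5.52 ± 0.11 (SD, n = 4) in 2D and 11.16 ± 0.04 (SD, n = 4) in 3D. The log2 fold change was 5.64 (standard error 0.06, adjusted p = 1.2e-13 from limma), which is 49.9-fold. Its 3 probe sets gave log2 fold changes from 4.71 to 5.80.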

Lastly of interest in the network was IL8, a gene that showed a dramatic increase in expression of ~50-fold in 3D cells. Polymorphisms in this gene have been shown to be associated with a significantly higher risk of ovarian cancer [60, 61]. Studies also show that increases in IL8 is associated with increased tumor growth and metastases [62].

Various responses related to DNA integrity were altered, including the response to DNA damage, genetic instability, nucleotide excision repair, and the DNA damage checkpoint pathway. 

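Of 27 DNA damage checkpoint and double-strand break repair genes, 10 were higher and 9 lower in 3D, and 8 did not pass limma's test (12 higher and 9 lower when adjusted over the list alone). The median log2 fold change was 0.10, the mean -0.04, and camera's adjusted p was 0.629. The list's distribution differed from that of all other genes by a Kolmogorov-Smirnov distance of 0.281 (permutation p = 0.023 from 10000 random lists, not adjusted over lists). CHEK1 and RAD1 rose by log2 fold changes of 1.05 and 0.90. PRKDC fell by 1.42 and RAD50 by 1.18 on the log2 scale.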

The hypoxic environment created within spheroids may lead to increased DNA damage. Spheroid culturing has shown to alter chromatin packaging which in turn improves DNA repair through what is known as the cell “contact” effect [63]. DNA damage via metabolic products and by-products, such as ROS, may decrease replication fidelity, resulting in increased mutagenesis. Mutations and chromosomal abnormalities can increase the risk of cancer through the activation of oncogenes or the inactivation of tumor suppressor genes. Complex DNA-damage response mechanisms have evolved in order to isolate and repair these mutations. One such mechanism is the nucleotide excision repair (NER) pathway. NER is able to eradicate a variety of DNA lesions due to its ability to circumvent recognition of the lesion itself and focus on a set of commonalities shared by many different lesions [40]. 

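Of 28 nucleotide excision repair genes, 11 were higher, 11 were lower and 6 did not pass limma's test (12 higher and 11 lower when adjusted over the list alone). The median log2 fold change was 0.05, the mean -0.07, and camera's adjusted p was 0.759. The Kolmogorov-Smirnov distance from all other genes was 0.203 (permutation p = 0.170 from 10000 random lists, not adjusted over lists). ERCC1 rose by a log2 fold change of 1.19 and CETN2 by 1.01. ERCC2 fell by 1.98 and LIG3 by 0.94 on the log2 scale, the latter in 1 of its 5 probe sets.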

Our analysis showed a significant enrichment of the NER pathway when cells are cultured as 3D spheroids.

### Sub-network enrichment analysis identifies that genes involved in epigenetic processes are enriched upon HEY cell growth as 3D spheroids

Epigenetic alterations can play a key role in promoting transformation and tumor growth [64–66], although the underlying mechanisms are still being worked out. We find two epigenetic processes, DNA methylation and histone acetylation, to be enriched upon 3D growth. A number of genes are both up- and downregulated related to DNA methylation, and this process is affected by about 4–5% (Fig 6, for a complete list of all genes in the DNA methylation pathway see S4 Table). 

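Of 182 measured genes in the DNA methylation network of S4 Table, which the authors selected on these arrays, 65 were higher, 50 were lower and 67 did not pass limma's test (66 and 51 when adjusted over the list alone). TIMP3 had a log2 fold change of 2.88, while CDKN3 fell by 2.03 and ABCA1 fell by 1.90. Of 15 DNA methylation enzymes and readers, 6 were higher and 4 lower (7 and 4 when adjusted over the list alone, camera adjusted p = 0.154). HELLS and MBD2 rose by log2 fold changes of 1.01 and 0.87 (2 of 4 MBD2 probe sets were higher and 1 lower), and DNMT3A fell by 0.38 and DNMT3B by 0.34. These are transcript levels, and no DNA methylation was measured.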

DNA methylation changes are seen in several cancer types and have been linked to changes in gene expression in highly metastatic tumors [67].

**Fig 6:**
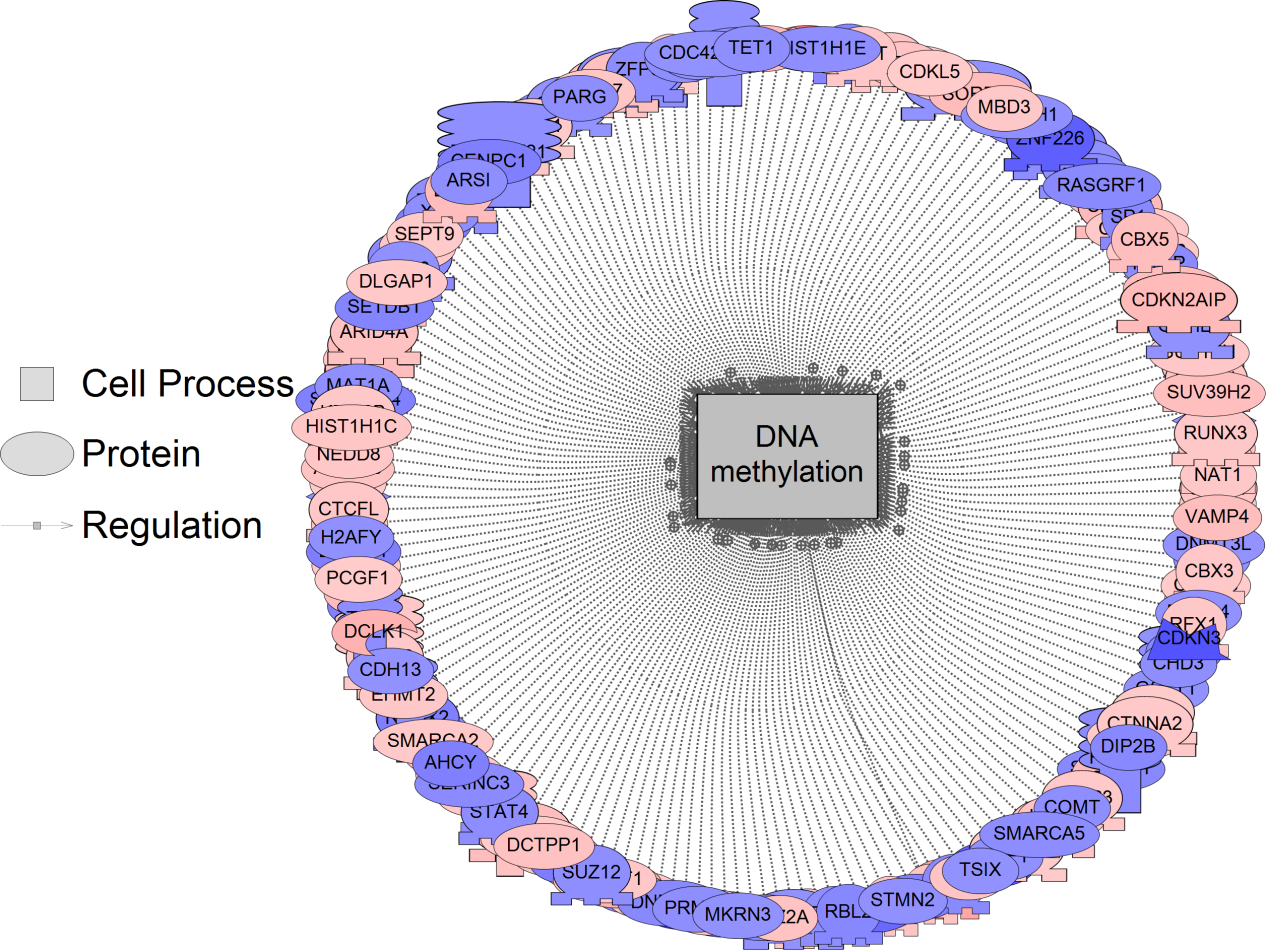
DNA methylation was significantly enriched following sub-network enrichment analysis when comparing 3D vs. 2D growth. DNA methylation was preferentially increased approximately 4% (197 genes measured, P = 0.006) in the 3D group at the level of the transcriptome based on the sub-network enrichment analysis. Red indicates the gene is up-regulated and blue indicates the gene is down-regulated. All genes for DNA methylation are listed S4 Table.

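The median log2 fold change of the measured network genes was 0.01, or 1.01-fold. Their distribution differed from that of all other genes by a Kolmogorov-Smirnov distance of 0.122 (adjusted p = 0.0096 from 10000 random lists), and camera's adjusted p was 0.130. With each array centred on its 75th percentile the median was -0.01, and with probe sets above log2 5 only the Kolmogorov-Smirnov adjusted p was 0.111.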

The process of histone acetylation is also significantly affected in both positive and negative fashions (Fig 7, for a complete list of all genes in the histone acetylation pathway see S4 Table). 

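Of 15 measured histone acetylation genes of S4 Table, which the authors selected on these arrays, 10 were higher and 2 lower in 3D (10 and 2 when adjusted over the list alone). Their median log2 fold change was 0.30 (camera adjusted p = 0.016, and 0.117 with an estimated correlation). SAP30 rose by a log2 fold change of 1.60 and SIRT1 by 1.22. KAT2A fell by 0.98 and KAT5 by 0.38 on the log2 scale.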

Histone acetylation has important roles in diverse processes including gene regulation, DNA damage repair, and DNA replication. Significant correlations between cancer patient survival and histone acetylation have been shown in several studies, although it has been associated with both better and worse prognoses depending on the specific cancer type [68, 69]. Thus, we conclude that growth as 3D spheroids may affect the epigenetic status of cancer cells, which could alter the tumorigenic properties of the cells.

**Fig 7:**
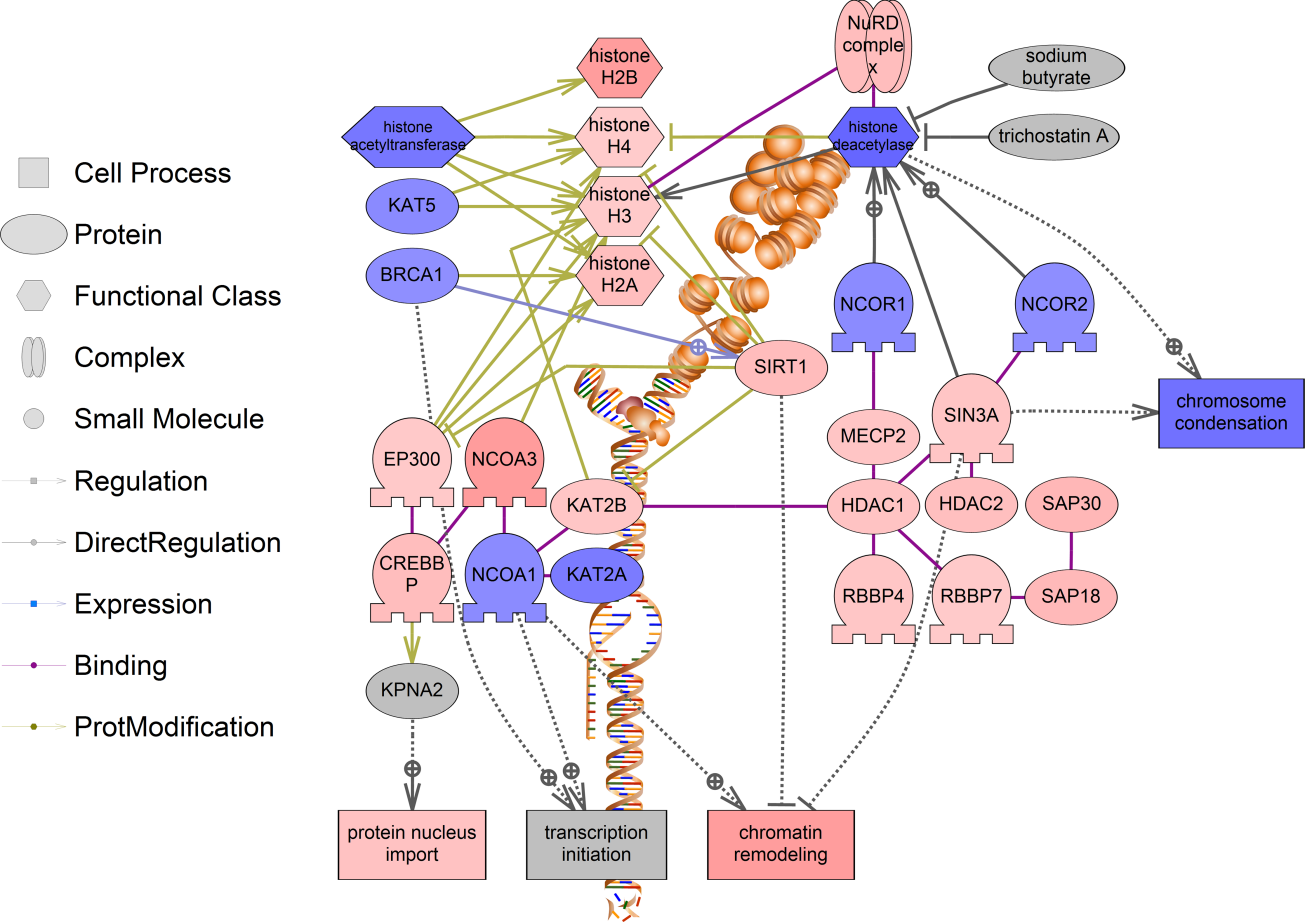
Pathway for histone acetylation. A number of histone modifying enzymes were increased in expression in the 3D group, and this may be reflective of chromatin remodeling during cancer progression. Red indicates the gene or process is up-regulated and blue indicates the gene or process is down-regulated. All genes for histone acetylation pathways are listed in S4 Table.

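Of 16 histone acetyltransferase genes, 7 were higher and 4 lower in 3D (7 and 5 when adjusted over the list alone), with a median log2 fold change of 0.02 and a camera adjusted p of 0.579. HAT1 had a log2 fold change of 0.74 and TAF1 of -1.03. Of 18 histone deacetylase genes, 9 were higher and 6 lower (9 and 6 when adjusted over the list alone), with a median of 0.09 and a camera adjusted p of 0.537. HDAC8 had a log2 fold change of 1.51 and HDAC9 of -1.66, with 2 of 5 HDAC9 probe sets lower.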

## Conclusions

Spheroid formation more closely mimics that of an *in vivo* tumor due to the cells ability to form an extracellular matrix and cell adhesions. Here, using the HEY ovarian cancer cell line, we show that 3D growth affects a number of cellular processes, including the EMT process, multiple cellular stress pathways, DNA integrity pathways, and epigenetic pathways. As these pathways all could affect tumorigenesis and the response to chemotherapies, our studies suggest that using 3D culture instead of 2D monolayers may be more informative in studying the properties of ovarian cancer cell lines.

## Supporting information

S1 Fig Volcano plot analysis of HEY 2D vs. HEY 3D.

S1 Table Primers for qPCR.

S2 Table Complete list of transcripts affected by 3D culturing.

S3 Table Complete lists of geneset enrichment pathways and subnetwork enrichment analyses.

S4 Table Complete list of sub-networks that are related to the response to stress, the DNA methylation pathway and the histone acetylation pathway.

# Supplementary material for: Spheroid growth in ovarian cancer alters transcriptome responses for stress pathways and epigenetic responses
**Source:** PLoS One. 2017 Aug 9;12(8):e0182930. doi: 10.1371/journal.pone.0182930
**Supplement:** S1 Table

**Table S1 Primers for qPCR**

| Gene Name | Sequence |
| --- | --- |
| AHNAK2 | F: 5' - GAAAATCCCAGAGCCCCACA - 3' |
|  | R: 5' - GTGCCCTCCTGAGTCCTAGA - 3' |
| AKR1C1 | F: 5' - TGGCCATCCGAAGCAAGATT - 3' |
|  | R: 5' - GAGGATCATCTCCAGCTGCC - 3' |
| CCDC80 | F: 5' - CACGCAGAGTCCCAAGAAGT - 3' |
|  | R: 5' - CAAAATTGCACGCCTGACCA - 3' |
| HSPA1A | F: 5' - GAGGGCCATGACGAAAGACA - 3' |
|  | R: 5' - TCGCTGATCTTGCCCTTGAG - 3' |
| HSPH1 | F: 5' - AGGATCTCCCAAGCCTGGAT - 3' |
|  | R: 5' - TGGAGAAAGGAGCAGCATGG - 3' |
| PRSS35 | F: 5' - GCTGAAGCGTGCTCACAAAA - 3' |
|  | R: 5' - GTCGGACACACTGCAAAACC - 3' |
| RGS2 | F: 5' -TCTACTCCTGGGAAGCCCAA - 3' |
|  | R: 5' - GAGGACAGCTTTTGGGGTGA - 3' |
| RRAD | F: 5' - CCATGGGGGATGCCTATGTC - 3' |
|  | R: 5' - CGGCTGTTACGAGCTACGAT - 3' |

How the deposited data were processed for this re-analysis (not part of the article)

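HEY ovarian carcinoma cells treated with TGFβ were measured on 8 Affymetrix HG-U219 arrays, 4 from 2D monolayers and 4 from 3D spheroids. The authors made the deposited values by RMA in the Affymetrix software, and they are log2 signals with 1 column per array. They were analysed as deposited. Conditions and replicate numbers were taken from the sample labels.

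Of 49386 probe sets, 93 controls were left out. Of the remaining 49293, 45253 are annotated to a single gene, 1327 to several and 2713 to none. The groups were compared on all 49293 with limma 3.58.1 (lmFit and eBayes, no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. For values per gene, the probe set with the highest mean over the 8 arrays was used among those annotated to a single gene, which gave 18239 genes, and the p of gene counts and gene lists were adjusted over these. The p of a single gene was adjusted over all probe sets. The arrays give no counts, so precision rests on the 4 arrays per group, and signals under log2 5 were treated as dim.

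Principal components were taken on centred log2 values, and arrays were clustered by Ward's method on probe sets scaled to unit variance. Values per array were compared by two-sided exact permutation tests over the 35 splits of the 8 arrays, whose smallest p is 0.029.

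In all, 58 gene lists were tested: 43 textbook lists, 4 lists of markers of other cell types and 11 lists read from the supplementary tables of the paper. Camera was used with a preset correlation of 0.01, and beside it camera with an estimated correlation and fry. Fry's p tests whether the genes of a list move, on balance, one way, without comparing them with other genes. For the lists from the paper, the median log2 fold change and a Kolmogorov-Smirnov distance with 10000 random lists were computed too. The lists from the paper were chosen by its authors on these arrays.

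The genes named are those the paper names as measured on the array, the 10 with the highest and the 10 with the lowest log2 fold change among genes past the threshold with groups that do not overlap and a mean of at least log2 5 in a group, and up to 4 members of each list at the ends of its range. Values in the tables of the paper had been read when this rule was set. S2 Table was available only for its first 1998 probe sets, and the mean signals there equal the ones used here within 0.005 in both groups.

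The steps were tested on simulated data made from these arrays. Limma recovered 92% of 200 probe sets changed by 0.5 on the log2 scale, and 3.95% of all its calls were false. Camera and the Kolmogorov-Smirnov test found 100% of 5 shifted lists and called 0% and 3.77% of the unshifted lists. The simulated noise was independent between genes, and only a small part of the probe sets was changed, unlike in the real data. The simulation therefore does not check the list tests where genes of a list are correlated. Alternatives covered the scaling between arrays, a filter on dim probe sets, the rule for the probe set of a gene, the variance model, the methods' analysis of variance, blocks of replicates, each array left out in turn, and the list test. AKR1B1 and F2RL1 have no probe set annotated to them alone. The RT-qPCR values of the paper were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.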

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

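The tests of RNA quality, of fewer cycling cells and of cells of another type were chosen only after the results they test were seen, and the intervals used to read the tests, and the rule that reads the scalings, were set after their first values were seen.

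Of 302 groups of 4 arrays examined, for the named genes and for measures of whole arrays such as the median, 20 held an array far from the other 3 by Dixon's ratio (the gap over the range), and chance gives about 1 in 20 groups. The ratio was highest for PTGS2 in 3D replicate 12 (0.994). In 2D, the ratio was 0.920 for ABCC1, 0.928 for GGPS1 and 0.889 for SIRT1 in replicate 1, 0.839 for DSP and 0.838 for MAP2K1 in replicate 2, 0.867 for DNMT3B, 0.917 for HSPD1, 0.899 for RANBP3L and 0.861 for TIMP3 in replicate 3, and 0.880 for AKAP12 and 0.867 for TMEM171 in replicate 4. In 3D, it was 0.863 for ACAT1 in replicate 9, 0.880 for MIR17HG in replicate 10, 0.864 for ACSL1, 0.911 for NADK2 and 0.916 for ZEB2 in replicate 11, and 0.882 for ADM, 0.841 for AKR1C1 and 0.880 for SPOCK1 in replicate 12.

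Of the textbook lists that stand beside no conclusion of the paper, 14 passed camera with its preset correlation. Some of them overlap in subject with networks in Table 2 of the paper. Higher in 3D were the TGFβ targets (adjusted p = 0.044), hypoxia response genes (0.0165), metallothionein genes (0.00412), ERK feedback and target genes (0.00100), interferon response genes (0.00220), DNA replication genes (0.00617), proteasome genes (3.72e-07), autophagy genes (0.00136) and replication-dependent histone genes (0.00326). Lower were the YAP and TAZ targets (0.00145), amino acid response genes (9.30e-04), mitosis genes (4.11e-14), cholesterol synthesis genes (0.00901) and fatty acid synthesis genes (0.0185). None of the 14 passed with an estimated correlation, where the adjusted p of the mitosis genes was 0.083. The TGFβ targets also fell short with arrays centred on the median (0.0598), another quantile normalization (0.0572), probe sets above log2 5 only (0.0985), the probe set of lowest p (0.0754) and the mean of a gene's probe sets (0.0738). Cholesterol synthesis fell short with the mean (0.0555), and fatty acid synthesis (0.0640), hypoxia (0.116) and DNA replication genes (0.0664) with probe sets above log2 5 only.

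All 32 mitosis genes were lower in 3D past the threshold, with a median log2 fold change of -1.09. The DNA replication genes had a median of 0.195 (bootstrap interval 0.07 to 0.36). The intervals of list medians, here and below, come from resampling a list's genes. They treat the genes as independent and leave out the variation between arrays. Of 42 DNA replication genes, 22 were higher and 9 lower in 3D, and camera with an estimated correlation gave an adjusted p of 0.162. These values argue against fewer cycling cells of all phases as the whole cause, which would lower both lists. The median of the mitosis genes was -1.05 (-1.21 to -0.64) with the trend on gene length taken out and at most -1.07 (-1.23 to -0.66) under 3 other scalings, where the list passed camera each time, which argues against both as the whole cause. The 3′ minus 5′ signal of the ACTB control differed by -0.0553 (-0.23 to 0.12) between the groups and that of GAPDH by -0.0469. The paper reports high RNA Integrity Numbers for all samples. A small difference in RNA quality stays open. A difference between 2D and 3D growth in the share of cells in mitosis may account for the pattern, but no phase of the cell cycle was measured.

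Of 1117 genes with several probe sets above log2 5 and a 2-fold change in one, 298 (26.7%) had another probe set that changed by less than 0.25 on the log2 scale in that direction. Without probe sets whose suffix is _s_at or _x_at the share was 25.6% (95% exact interval 22.5 to 28.9), which argues against those 2 classes as the cause. Probe sets with the suffix _a_at stayed in, so the test says nothing on that class. With probe sets above log2 7 only it was 18.3% (14.8 to 22.3), a fall that leaves most of the share, so dim probe sets could account for part of it. Different transcripts of a gene responding to growth format stay open and were not tested.

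The NF-κB targets were higher in 3D, as given beside the conclusion on pathways. Cells of another type would raise their own markers, and the medians of the leukocyte, endothelial and fibroblast lists were -0.0272 (-0.06 to 0.01), -0.0400 (-0.35 to 0.17) and -0.0381 (-0.10 to 0.14). Of these markers, 11 of 12, 5 of 9 and 8 of 9 had a mean signal under log2 5, so the markers alone could miss a small share. All cultures were grown from the HEY line, which the paper authenticated by DNA profiling. The design itself gives no source of such cells, so the marker medians decide nothing beyond it. Under 3 other scalings, which moved the share of changed probe sets that were higher from 46.6% to between 41.7% and 50.1%, the lowest median of the targets was 1.63 (0.69 to 2.02) and the list passed camera each time (largest adjusted p = 1.70e-11). That argues against scaling as the whole cause. A response of the cells to 3D growth may account for the pattern, and the TGFβ given to all cultures has no untreated arrays to set it against.

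Among the 35 splits of the 8 arrays into 4 and 4, only the real one called as many probe sets or genes, so chance can be excluded for these counts to the 1 in 35 that the splits allow and no further. A split that mixes the formats puts their difference into the variance within its groups, which lowers its count. The real split gave 24258 probe sets past the threshold, 3377 changed at least 2-fold and 499 at least 4-fold, and 1339 and 192 genes, where the highest of the other splits gave 0 each. For gene lists the real split called 24 and the highest other 20, again 1 of 35. The 16 splits that put 3 arrays of a format together called 9 to 20 lists and the 18 even splits 0 to 3, so camera with a preset correlation also reads partial mixtures of the formats. With an estimated correlation the other splits called 0 lists.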

How the results depend on the processing

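The array's mean over its poly-A controls as a covariate was chosen only after the data were seen. All 6 counts made with it stayed within 1.5 times the reported ones. No paired analysis was possible because the labels do not tie arrays to culture days. With replicates as blocks under the pairings of 2D with 3D arrays that gave the fewest and the most calls, the counts of changed probe sets stayed within 1.5 times the reported ones.

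A count was taken to keep its result when it stayed within 1.5 times the reported one. Clustering and the first component kept it when the groups stayed apart. Other values kept it on the same side of the threshold, and a change of sign counted as reversed only where a value passed. Of the values for comparisons, 764 kept their result under the alternatives chosen before the data were examined. Of the rest, 24 fell short of the threshold, 21 newly passed it, 8 counts moved and 2 reversed. For single genes and other lists, 2712 kept their result, 44 fell short, 18 newly passed and 7 reversed. The share of changed probe sets that were higher ran from 41.7% to 50.8%. The cause was not tested except where stated.

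With limma's treat, which tests against the fold itself, 2015 and 268 probe sets and 832 and 115 genes passed for 2-fold and 4-fold. With probe sets above log2 5 only, where fewer are tested, 8226 probe sets were lower. With the mean of a gene's probe sets, 120 genes changed 4-fold. The ratio of spreads ran from 1.46 to 1.70 when single arrays were left out. Its exact p was 0.057 without 2D replicate 1 (1.58), 2 (1.498), 3 (1.55) or 4 (1.64).

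Reversed values came with the choice of probe set for FUBP1 (-2.16 with the lowest p, -0.27 with the mean), HSP90AA1 (0.22 with the lowest p) and PDSS2 (-0.87 with the lowest p, -0.085 with the mean). The median of the paper's DNA methylation network was -0.012 with arrays centred on the 75th percentile. With fry, the direction reversed for the DNA damage checkpoint genes (adjusted p = 0.00133), extracellular matrix genes (0.00631) and leukocyte markers (0.0163).

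With an estimated correlation 2 lists passed. The adjusted p was 0.083 for the EMT transcription factors, heat shock, amino acid response and mitosis genes and the pathways from TNFRSF1A to CREB and from TNFRSF6 to HSF1, 0.117 for hypoxia and histone acetylation genes, 0.162 for DNA replication, 0.1495 for proteasome and folate biosynthesis genes and 0.0899 for fatty acid oxidation. With fry 51 lists passed. Among those that newly passed were the epithelial (1.87e-04), mesenchymal (5.26e-05), ID and BMP (6.76e-06), antioxidant (2.67e-05), matrix protease (7.84e-08), drug resistance (2.07e-05), DNA methylation enzyme (7.98e-06) and histone deacetylase genes (0.00171), and the paper's EMT genes (3.12e-06), stress networks (2.14e-06), DNA methylation network (3.23e-06) and mevalonate pathway (5.27e-04).

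With probe sets above log2 5 only, the adjusted p was 0.116 for hypoxia genes, 0.0664 for DNA replication, 0.103 for histone acetylation and 0.0602 for TNFRSF6 to HSF1. There the Kolmogorov-Smirnov test, which reads a list's whole distribution and not its median, gave a permutation adjusted p of 0.111 for the DNA methylation network (median 0.10) and 0.102 for histone acetylation genes (median 0.30). The antioxidant list passed camera with the probe set of lowest p (0.0311) and the mean (0.0356). Its adjusted p was 0.580 from camera with an estimated correlation and 2.67e-05 from fry, which makes no comparison with other genes. The mean gave 0.0738 for histone acetylation and, for the mevalonate pathway (median -0.091), a Kolmogorov-Smirnov permutation adjusted p of 0.0365. With the 75th percentile the EMT genes (0.0401) and stress networks (0.0364) passed. The p of the stress networks ran from 0.0430 to 0.0595 when single arrays were left out and passed without 2D replicate 1 (0.0495) or 2 (0.0456) and without 3D replicate 9 (0.0471) or 11 (0.0430). The median of fatty acid oxidation ran from -0.19 to -0.13, and without 3D replicate 10 (-0.13) its Kolmogorov-Smirnov permutation adjusted p was 0.0500. Signals near the lower end of the range, under log2 5, limit the size of a fold change.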

Differences from the paper's values

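No test here was chosen only after the result was seen. The paper's counts are 3329 genes changed at least 2-fold and 493 at least 4-fold at a p under 0.05. It does not say whether that p was adjusted. The counts here were 1339 and 192 at an adjusted p, and 1339 and 192 at an unadjusted p. No alternative set before the data were examined brought the gene counts within 1.5 times the paper's, including the probe set of lowest p (1804 and 259), the mean of a gene's probe sets (902 and 120), multi-gene probe sets kept (1403 and 208), the scalings, the variance models and the arrays left out. Counted as probe sets, 3377 and 499 changed, which lie within it.

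For 14 genes the fold change from the brightest probe set differed from the paper's by more than 1.5 times and by more than the larger SD of the groups on the log2 scale, or in sign by more than that SD. Smaller differences are not listed, and a value called within the paper's below is inside the same limits. The paper's value comes first in each pair: SLC6A15 -14.75 against -1.51, PLCB4 -13.13 against -7.86, IL1RAP -11.49 against -1.89, FBN2 -10.45 against -3.73, TRMT13 -9.22 against -1.81, DLEU2 -9.09 against -5.37 and TPM1 -8.91 against -1.18. The paper's value was -8.08 for AKAP12 against -4.57, 32.39 for SOD2 against 9.85, 35.08 for CXCR4 against 8.31, 57.98 for NADK2 against 10.9, 1.16 for HSP90AA1 against -1.06, -4.4 for FUBP1 against 1.09 and -4.4 for CYR61 against -2.60.

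For 13 of the 14, all but HSP90AA1, S2 Table holds a probe set of that gene with the paper's fold change, but it was found through that value and so equals it by construction. Of the alternatives set before the data were examined, with the probe set of lowest p per gene the values were -14.8 for SLC6A15, -10.3 for PLCB4, -11.5 for IL1RAP, -9.23 for TRMT13, 34.6 for SOD2, 35.1 for CXCR4, 56.5 for NADK2, 1.17 for HSP90AA1, -4.48 for FUBP1 and -4.37 for CYR61, which lie within the paper's, while FBN2, DLEU2, TPM1 and AKAP12 do not. With the mean of a gene's probe sets, PLCB4 (-9.09), AKAP12 (-6.09), HSP90AA1 (1.05) and CYR61 (-3.37) do and the others do not. The other alternatives left all 14 apart.

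Fig. 3 of the paper plots RRAD as higher in 2D, while the deposited signal was 4.16-fold higher in 3D. S2 Table of the paper goes the same way as the deposited signal (5.22 in 2D and 7.28 in 3D), so only the figure differs. The other 7 genes of that figure went in the direction the paper gives. The paper states that nucleotide excision repair is enriched in 3D, from a Kolmogorov-Smirnov test of a larger network, whose members S4 Table does not list apart from those of the other stress networks. The textbook list of 28 genes, which is another list, had a Kolmogorov-Smirnov distance of 0.203 (permutation p = 0.170, not adjusted over lists) and a camera adjusted p of 0.759, so its values do not test that network. The paper places the medians of its metabolic and TNF receptor pathways beyond stated limits. Fatty acid oxidation (-1.11) and the mevalonate pathway (-1.07) lay within those limits here. Branched chain amino acid metabolism, folate biosynthesis and the pathways from TNFRSF1A to CREB and from TNFRSF6 to HSF1 lay beyond them. For genes with duplicated probes, the paper's pathway software took the probe with the lowest p and largest fold change. The medians here rest on each gene's brightest probe set, so they are not like for like with the paper's.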

Other observations

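The test of the poly-A controls was chosen only after the spread between arrays was seen. The 3D arrays part on the second principal component, with scores of 12.1 and 16.2 for replicates 9 and 10 and -12.8 and -15.2 for replicates 11 and 12. Their poly-A control means, which reflect labelling, were 5.59 and 5.36 against 6.68 and 6.61, and their ACTB 3′ minus 5′ values 2.12 and 2.08 against 2.39 and 2.38. The 2D arrays had poly-A means of 5.51, 5.54, 6.00 and 6.90. A difference in labelling may account for part of the larger spread of the 3D arrays. With the poly-A trend taken out, the ratio of spreads was 1.26, and it ran from 0.958 (without 2D replicate 4) to 1.51 (without 3D replicate 10), so the labelling and a difference between the growth formats cannot be told apart.

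The ID genes and BMP targets went both ways, with ID2 at a log2 fold change of 6.15, BAMBI at 2.00, ID3 at -1.95 and BMP2 at -1.93 (camera adjusted p = 0.263). Among the other textbook lists that did not pass camera, the adjusted p was 0.579 (actin cytoskeleton), 0.0776 (unfolded protein response), 0.543 (glycolysis), 0.0848 (NRF2 targets), 0.0950 (immediate early genes), 0.0556 (cell cycle inhibitors), 0.711 (extracellular matrix), 0.537 (integrins), 0.326 (semaphorins and plexins), 0.579 (amino acid transporters), 0.484 (stem cell markers), 0.559 (cytosolic ribosomal proteins), 0.537 (respiratory chain) and 0.579 (apoptosis). Marker lists of other cell types had 0.987 (leukocyte), 0.977 (endothelial), 0.789 (fibroblast) and 0.724 (erythroid).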
